A study of Mus musculus and Homo sapiens with 8 samples. Its data were reported in "Enhancer variants reveal a conserved transcription factor network governed by PU.1 during osteoclast differentiation" (2018).

How the data were processed

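Total RNA from mouse myeloid precursors and human osteoclast precursors had been extracted with Trizol, made into biotinylated cRNA and hybridised to Affymetrix 3' expression arrays, a mouse design for the mouse cells and a human design for the human cells. Groups came from the sample titles, 1 array for each of CSF-1 alone and CSF-1 with RANKL for 36, 72 and 96 h in each species. Other labels disagree in part: the human samples carry a mouse strain and cell type, and the source names of samples with RANKL speak of CSF-1 alone beside a RANKL dose. The titles were used. The CSF-1 and RANKL doses are those of the sample labels, and the paper's methods give higher doses of both for in vitro OC cultures.

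The authors deposited 1 table per species with a log2 signal for each probe set, 45101 for mouse and 54675 for human. Per the labels these were made with Affymetrix Expression Console. Its version, the summary method and the background correction are not given in the sources used here, nor is the log base. The values run from 1.83 to 14.7, below the ceiling of 16 that a 16-bit scanner gives on a log2 scale, whereas the same values as natural or common logarithms would lie far above that scanner's range. They were therefore read as log2. The column medians of the deposited values were 6.03, 6.06, 6.05 and 5.89 in mouse and 5.02, 5.00, 5.12 and 5.03 in human (CSF-1 alone, 36, 72 and 96 h), a spread of 0.18 and 0.12. By a rule set before the data were examined, a spread above 0.1 called for quantile normalisation within each species, which was applied to all probe sets.

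Gene names came from the platform annotation, whose gene identifiers were found in a RefSeq table (assembly GRCm38.p6, used for names only) for 34741 mouse probe sets, with 0 symbols updated. Of the mouse probe sets 34945 have 1 gene symbol, 932 several and 9160 none, and 64 are controls. Of the human ones 41091 have 1, 1801 several and 11721 none, and 62 are controls. Controls and probe sets with several or no symbols were left out of gene counts. Each gene took the probe set with the highest mean signal. Among genes that the naming rule allowed and that had several probe sets, 2 of 82 in mouse and 0 of 89 in human had another probe set changed at least 2-fold in the opposite direction at 96 h. No genome build is named for the arrays, so no positions are given. Sex-linked human genes are not reported, and human ACP5 and RUNX1 are not analysed here.

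The floor was the median of all normalised values of a species, 6.01 in mouse and 5.04 in human, and lower values were set to it. A gene counted as measured with at least 1 of 4 values above the floor, which left 12064 mouse and 13196 human genes. The log2 ratio is the difference of floored log2 signals between 2 arrays, and a fold where 1 of the 2 lies at the floor is a lower bound. No replicates exist, so no p-value was computed, and a fixed size of 2-fold in place of a test defines higher and lower. The signal over the floor limits what arrays can show, and a level below it is unknown.

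The 21 gene lists were fixed before the data were examined: OC effector genes, pro-OC and anti-OC TFs, NF-kB feedback and RANK signalling, V-ATPase subunits, lysosomal proteins, monocyte and macrophage genes, MHC class II and dendritic cell genes, interferon-stimulated genes, inflammatory cytokines and chemokines, cell cycle, oxidative phosphorylation and TCA cycle, glycolysis and hypoxia, cholesterol, housekeeping genes, and markers of neutrophils, mesenchymal cells and osteoblasts, B cells, T and NK cells, erythroid cells and platelets, and mast cells and basophils. The median of a list of at least 3 measured genes was placed among 10000 random lists of the same size matched on deciles of mean expression. The percentile describes these arrays and is not a test. The OC lists hold genes that the study also names, so they are not independent of it.

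Named genes followed a rule set before the data were examined: the genes the study's text is about, the 10 largest rises and falls at 96 h among genes changed at all 3 times and the 5 largest lower bounds, the 5 largest peaks at 36 h, up to 4 members of each list with the largest change, the 10 pairs with the largest shared change in each direction overall and among TFs, and the 5 largest pairs of each opposed pattern. Trem2, Nfkb2, Tlr2, FOSL1, Myc, Atf3 and the control probe sets fall outside this rule and were named after their values were seen. Mouse and human genes were paired by equal symbols plus listed exceptions, and TFs by symbol families. A shorter TF set, without 154 symbols that a check by hand excluded, was added after seeing the data. Overlaps were set beside the product of the 2 counts divided by the number of pairs. No control sample is shared between species.

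Unchanged arrays were simulated 100 times with noise by signal decile. Alternatives fixed beforehand were a floor at the 25th or 60th percentile or none, the values as deposited, arrays centred on their median above the floor, the mean of all probe sets, probe sets without the _x_at and _s_at classes, a 3-fold limit and, for the changed genes and the pairs, 96 h against 36 h, with 72 h in both species for the pairs. Leaving out the mouse 96 h, human 36 h or human 72 h array, reading the lists at 72 h and reading the human lists at 96 h against the 36 h array were added after seeing the data.

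The steps were tested on simulated data with 50 planted genes per fold size. With the noise of the 36 h against the CSF-1 array, 86% of planted 2.5-fold changes and 100% of 4-fold changes passed 2-fold among 11554 simulated mouse genes, as did 82% and 100% among 12884 human genes, and 0.0793% and 0.0710% of unplanted genes. With the noise of the 96 h against the 72 h array, 88% of planted 2.5-fold and 100% of 4-fold changes passed among 12467 mouse genes and 70% and 94% among 13278 human genes, where 1 planted 1.5-fold gene passed in the wrong direction, and 6.99% of unplanted mouse and 9.53% of unplanted human genes passed. Of planted 1.5-fold changes, which lie below the limit, 12% of mouse and 4% of human genes passed with the first noise. With the second noise 8% of mouse and 30% of human genes passed. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.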

Results

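Gene expression was measured on 8 Affymetrix arrays, 1 for each of 4 culture conditions in mouse cells and in human cells. The mouse cells were myeloid precursors enriched from bone marrow of the C57Black6 strain, and the human cells were a commercial preparation of primary osteoclast precursors. Osteoclasts (OCs) are the multinucleated cells that resorb bone. They form from cells of the monocyte lineage under the cytokine CSF-1, which keeps the precursors alive and dividing, and RANKL, which starts their differentiation. By the sample labels, 1 culture of each species received 33 ng/ml CSF-1 alone. In each species 3 cultures received 33 ng/ml CSF-1 with 66 ng/ml RANKL for 36, 72 or 96 h. The question was which genes, and in particular which transcription factors (TFs), follow the same course during OC formation in both species. Because each condition had 1 array, no value below carries a replicate error and no difference was tested. "Rose" and "fell" stand for a difference of at least 2-fold (1 on the log2 scale) between 2 arrays, after quantile normalisation within a species, and the number of arrays limits the precision. A fold against an array where the gene lay at or below the detection floor is given as "at least". The same array of CSF-1 alone served as the reference at all 3 times. No culture time is recorded for it in either species, so RANKL and time in culture cannot be separated.

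The arrays differed in their technical controls. The 18 probe sets for the bacterial and phage transcripts added at hybridisation averaged 11.90, 12.06 and 11.96 (log2 signal as deposited) on the mouse CSF-1, 36 h and 72 h arrays and 10.84 on the mouse 96 h array. For that array 3667 of the 9160 probe sets with no gene name were compared with named probe sets of similar signal. Their median difference from the 72 h array lay 0.60 log2 lower than that of the named ones. The same measure in the human cells was -0.37 for 96 h against 72 h, 0.35 for 72 h against 36 h and 0.23 for 72 h against CSF-1 alone. In the human cells, the 3' probe set of beta-actin exceeded its 5' probe set by 2.84 with CSF-1 alone and 3.39 at 72 h, but by 4.61 at 36 h and 5.62 at 96 h, and GAPDH gave 0.86, 1.04, 2.02 and 2.16 in the same order. A larger difference marks shorter labelled RNA. The mouse beta-actin differences lay between 1.24 and 1.59.

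**Figure D1:**
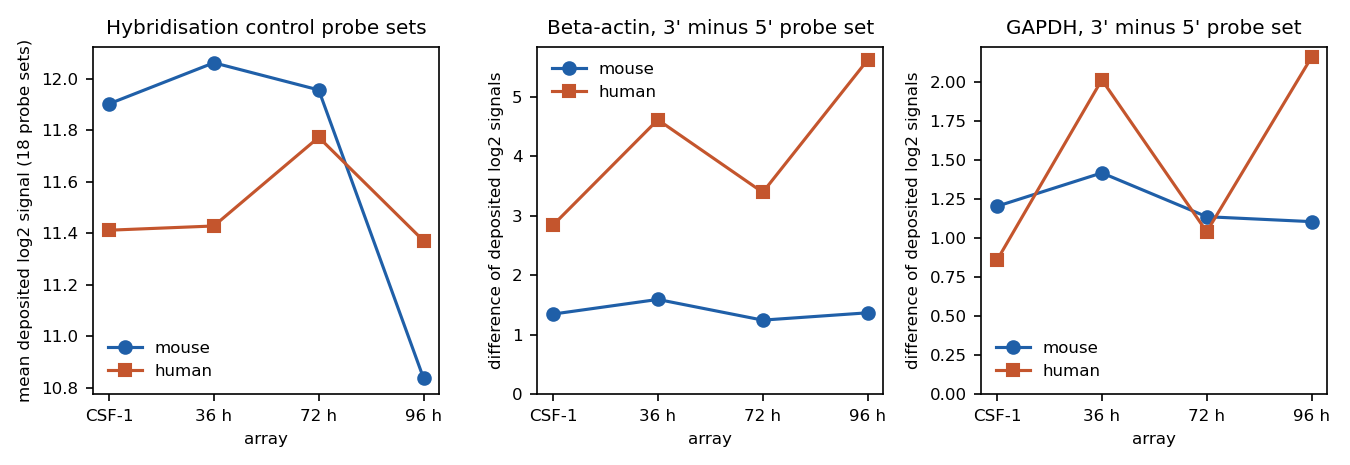
Technical controls of the 8 arrays (x axes, CSF-1 alone and 36, 72 and 96 h with RANKL), each point being 1 array; the left panel gives the mean deposited log2 signal of 18 hybridisation control probe sets, the others the 3' minus 5' difference of log2 signals for beta-actin and GAPDH. The mouse 96 h array has the lowest hybridisation controls (10.84), and the human 36 h and 96 h arrays have the highest beta-actin differences (4.61 and 5.62).

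In mouse cells 13 of 23 measured OC effector genes, the genes of the resorbing cell, were higher after 96 h with RANKL. Mmp9, a matrix-degrading protease, was at least 94.8-fold higher at 96 h, Acp5, the tartrate-resistant acid phosphatase used to stain OCs, at least 87.4-fold higher, and Ctsk, the collagen-degrading cathepsin K, at least 63.6-fold higher. All 3 had already risen at 36 h, by at least 2.58, 3.69 and 2.54 on the log2 scale. Dcstamp, needed for cell fusion, rose 10.8-fold and Car2, the carbonic anhydrase that supplies protons, at least 14.6-fold. Of the 23, 6 had passed 2-fold at 36 h, where the list median of 0.13 lay at percentile 96.6 among 10000 random lists matched on expression. At 72 h 10 were higher and 1, the receptor gene Trem2, was lower (log2 ratio -1.07), and at 96 h the median was 1.36 (percentile 100), with Trem2 again lower (-1.20). Oscar rose at least 5.30-fold at 96 h, Tnfrsf11a, which encodes the RANKL receptor RANK, rose 2.13-fold, and Clcn7 gave a log2 ratio of 0.58. With the mean of all probe sets Tnfrsf11a (0.70) and Trem2 (-0.76) stayed within 2-fold, Oscar gave 1.42 and the list median was 0.78 above that of all genes, against 1.34. Tnfrsf11a was also within 2-fold with centred arrays (0.83) and with a floor at the 60th percentile (0.92), and Trem2 with the values as deposited (-0.98).

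Of 22 measured TFs that drive OC formation (pro-OC TFs), 7 were higher in the mouse cells at 36 h, 6 at 72 h and 9 at 96 h. Nfatc1, the central TF of OC differentiation, was higher by 2.06, 2.61 and 2.86 on the log2 scale at 36, 72 and 96 h. Jdp2 gave 2.35, 2.68 and 2.79, Fosl2 gave 1.26, 1.94 and 1.89, and Prdm1, a repressor of anti-OC genes, gave 1.30, 2.07 and 2.56. Fos rose 2.05-fold at 96 h and was highest at 36 h (1.27, 1.18 and 1.03). Mitf first passed 2-fold at 96 h (1.10), and Spi1, which encodes PU.1, stayed within 2-fold (0.78 at 96 h) but passed it with the values as deposited (1.23). Nfkb2 was lower at 96 h (-1.25, though -0.79 as deposited, 0.13 with the mean of all probe sets and 1.52 without the _x_at and _s_at probe sets), and the list median was 0.74 at percentile 100. Of 10 measured anti-OC TFs, 3 fell at 96 h, which were Irf8 (3.24-fold), Cebpa (2.89-fold) and Id2 (2.73-fold). Bcl6 and Runx1 stayed within 2-fold at all 3 times, at -0.81 and -0.98 at 96 h, but passed it with centred arrays (-1.25 and -1.07). The median of the anti-OC list was -0.80 at 96 h (percentile 0.05). With the values as deposited and with centred arrays, in this order, 17 and 12 effectors, 12 and 6 pro-OC TFs were higher, and 3 and 6 anti-OC TFs were lower at 96 h, and Fos (0.54) and Mitf (0.59) no longer passed 2-fold with centred arrays, nor did Mitf with the mean of all probe sets (0.55). Centred arrays also put 3 pro-OC TFs past 2-fold downward, and the values as deposited put 1 anti-OC TF past it upward.

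**Figure D2:**
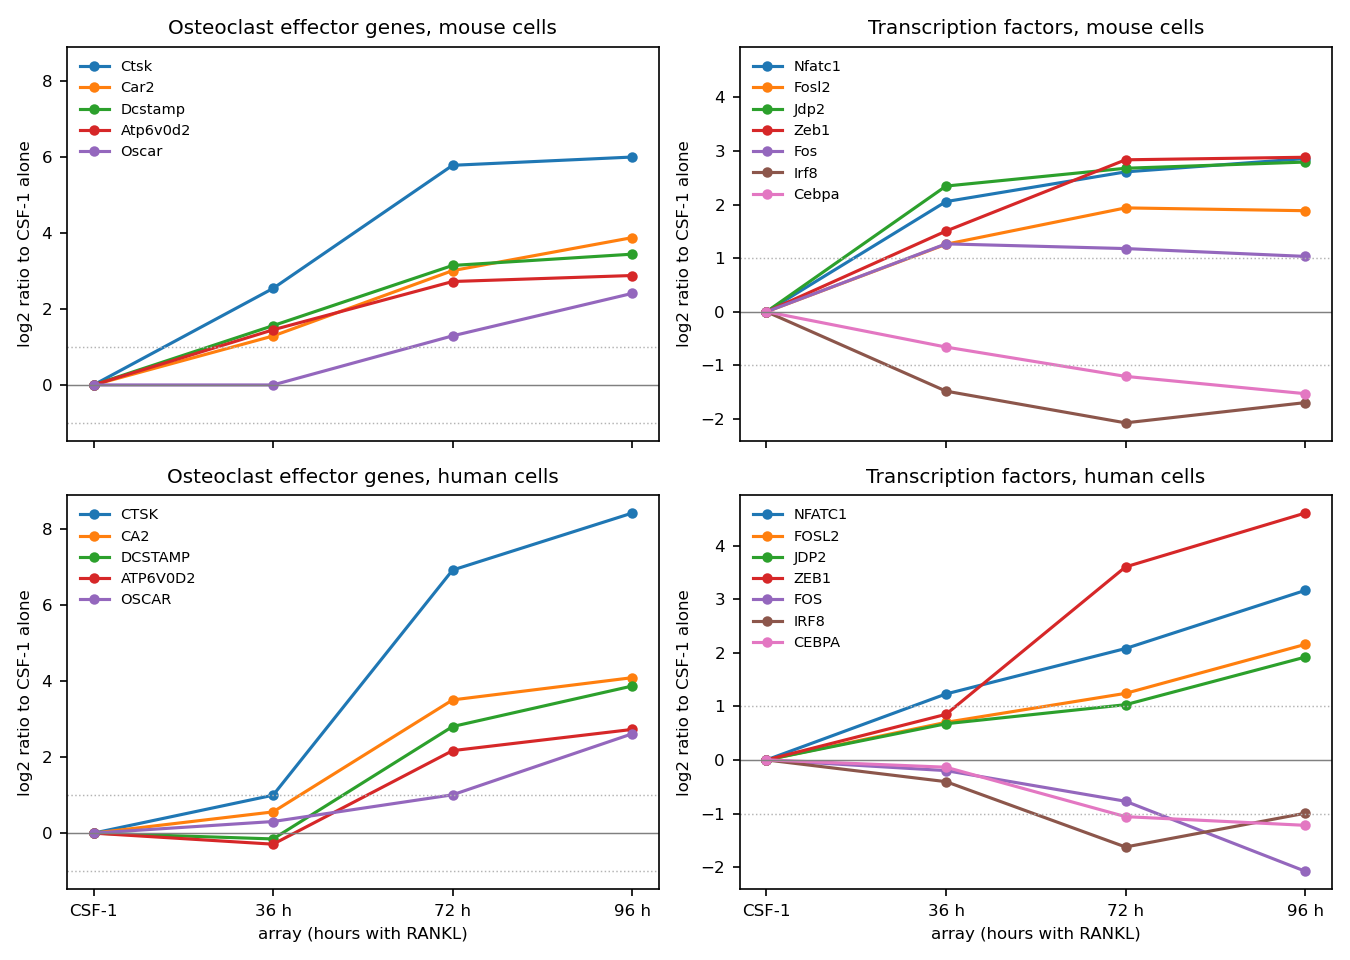
Log2 ratio to CSF-1 alone (y axes) of OC effector genes (left) and TFs (right) on the CSF-1, 36 h, 72 h and 96 h arrays (x axes, arrays in order, not to scale) in mouse (top) and human (bottom) cells; each point is 1 array, dotted lines mark 2-fold, and ratios to a level at the floor (Ctsk, Car2 and Oscar in mouse, CTSK in human cells) are lower bounds. Nfatc1 reaches 2.86 in mouse and 3.16 in human cells at 96 h, whereas FOS lies at 1.03 in mouse and -2.08 in human cells.

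Some genes of NF-kB feedback and RANK signalling also rose in the mouse cells, 4 of 13 at 36 h and 8 of 13 at 96 h (median log2 ratio 1.24, percentile 100). The largest were Traf1 (10.7-fold at 96 h), the NF-kB inhibitor Nfkbie (8.30-fold) and Birc3 (5.74-fold). Monocyte and macrophage genes moved the other way, with 8 of 20 lower and 1, Tlr2, higher at 36 h, 10 lower at 72 h and 9 lower at 96 h, where the median was -0.48 (percentile 0.0). Cd36 fell 3.92-fold, the chemokine receptors Ccr2 and Cx3cr1 fell 3.60-fold and 3.45-fold, and Fcgr3 fell 3.34-fold, though Cx3cr1 gave -0.58 with the mean of all probe sets. Csf1r, the CSF-1 receptor gene, stayed within 2-fold (-0.35). Against the median of all genes the monocyte and macrophage median was -0.50 at 96 h. It ranged from -0.46 with no floor to -0.91 with a floor at the 60th percentile. No lysosomal gene of the 17 measured passed 2-fold, though their median lay at -0.42 at 96 h (percentile 0.015), with Ctsc at -0.94 and Ctsd at -0.93, and with centred arrays 5 passed it downward. The 24 measured genes of oxidative phosphorylation and the TCA cycle had medians of 0.25, 0.44 and 0.61 at the 3 times (percentiles 99.99, 100 and 100), with only Cyc1 (1.09) and Ndufv1 (1.07) past 2-fold at 96 h. Of 15 V-ATPase subunits, which pump protons into the resorption space, 1 was lower and 0 higher at 72 h (median 0.25, percentile 99.35). At 96 h Atp6v1b2 alone rose (1.10), with a list median of 0.35 at percentile 99.1. Against the median of all genes the V-ATPase median was 0.32, and it came to 0.09 with the values as deposited, 0.00 with centred arrays and 0.14 with the mean of all probe sets, where it was inside the central 95% of random lists. With the values as deposited 5 oxidative genes, 10 NF-kB genes and 2 V-ATPase subunits rose, and with centred arrays 0, 5 and 0. With the mean of all probe sets Ndufv1 (0.98) and Atp6v1b2 (0.95) stayed within 2-fold.

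Interferon-stimulated genes separated the mouse 96 h array from the earlier ones. Of 17 measured, none passed 2-fold at 36 h or 72 h, where the medians were -0.16 and 0.00, and 15 rose at 96 h, with a median of 1.93 (percentile 100). At 72 h Cxcl10 (0.98) and Rsad2 (0.91) lay just under 2-fold, while the upper quartile of the list was 0.11. Usp18 lay below the floor until 72 h, so a smaller early rise in it could not be seen. Usp18 was at least 13.8-fold higher, Cxcl10 11.5-fold higher and Rsad2 9.30-fold higher, while the hybridisation controls of this array lay 1.06 log2 below those of the CSF-1 array. Among 13 inflammatory cytokine and chemokine genes, Il1rn, the interleukin-1 receptor antagonist, rose 5.05-fold and Ccl2 fell 2.40-fold at 96 h. Ccl2 gave -0.97 as deposited. The list median was 0.00 (percentile 39.6), after 4 of the 13 had been lower and 1 higher at 36 h and at 72 h. With the mean of all probe sets the list median was -0.30 against all genes (percentile 2.4), outside the central 95% of random lists. The other alternatives left it inside. No cell cycle gene of 23 passed 2-fold at any time (median -0.17 at 96 h, percentile 1.96, a list inside the central 95% of random lists under 5 of 7 alternatives), nor did any of 15 glycolysis and hypoxia genes (median -0.03, percentile 28.9), of 14 cholesterol genes (median -0.03, percentile 27.9) or of 10 housekeeping genes (median 0.11, percentile 66.7). Against the median of all genes the housekeeping median was 0.08, but -0.17 with the values as deposited and -0.25 with centred arrays, and centred arrays put 2 cell cycle genes and 1 cholesterol gene past 2-fold downward. As deposited, 2 cholesterol genes passed 2-fold upward. Of 12 MHC class II and dendritic cell genes, Cd74 rose (1.21) and Zbtb46 fell (-1.17, though -0.93 as deposited). The list median was 0.08 (percentile 60.4), and against all genes it changed sign, from 0.05 to -0.10, with the values as deposited. Before 96 h the cholesterol median was -0.39 at 36 h (percentile 0.01) and -0.27 at 72 h (percentile 0.71). The cell cycle median was 0.05 at 36 h (percentile 73.2) and -0.24 at 72 h (percentile 0.115).

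Markers of other cell types were followed in the mouse cells. Whether a change in them came from other cells or from the precursors themselves was not tested. Of 6 measured neutrophil markers, S100a9 fell 14.7-fold, S100a8 6.87-fold and Mpo at least 4.65-fold at 96 h (list median -1.59, percentile 0.0). Against the median of all genes the neutrophil median was -1.62, but -0.44 with centred arrays, -0.98 with a floor at the 25th percentile and -1.01 without the _x_at and _s_at probe sets, outside the central 95% of random lists in each. Of 6 mesenchymal and osteoblast markers, Col1a1 fell (-1.11, though -0.76 as deposited and -0.54 with the mean of all probe sets), with a median of -0.45 (percentile 13.5). Of 3 erythroid and platelet markers, Pf4 fell 6.70-fold (list median -0.21, percentile 22.9), while Hba-a2, a haemoglobin alpha gene, had log2 signals of 10.03, 10.01, 10.16 and 9.95 on the 4 arrays, above the floor of 6.01. Of 2 B cell markers Ebf1 fell (-2.29, though -0.35 with the mean of all probe sets), the 1 measured T and NK cell marker, Il7r, fell (-2.02), and neither of 2 mast cell and basophil markers passed 2-fold.

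Over all 12064 measured mouse genes, 103 were higher and 122 lower at 36 h, 211 higher and 232 lower at 72 h, and 688 higher and 920 lower at 96 h. The 96 h split depended on the scaling: it was 1756 higher and 642 lower with the values as deposited, which shift the median of all genes by 0.31 log2, and 404 higher and 1317 lower with each array centred (shift -0.18). Averaging all probe sets of a gene gave 541 higher and 396 lower at 96 h, and 285 changed genes at 72 h. Between 72 h and 96 h 955 genes differed by 2-fold, against 71 between 36 h and 72 h. Without the 96 h array, 97 genes were higher and 117 lower at 36 h, and 189 were higher and 228 lower at 72 h. Unchanged arrays simulated with the noise of the 36 h against the CSF-1 array gave 12.3 genes changed at 1 time on average. With the noise of the 96 h against the 72 h array, which also holds real change, they gave 909.48. The 225 genes changed at 36 h and 443 at 72 h lay below that bound.

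At all 3 times 86 mouse genes were higher and 68 lower, and without the 96 h array 84 were higher and 106 lower at both remaining times. The largest rises measured on both sides were Kbtbd11 (32.4-fold at 96 h), Slc9b2, a sodium-proton exchanger (30.5-fold), Vcan, the proteoglycan versican (24.6-fold), Cav1, caveolin-1 (17.1-fold), and Pde2a (12.6-fold). The largest falls were Ctla2a (10.2-fold), Fcrls (8.12-fold), Ctla2b (8.07-fold), Pf4 (6.70-fold) and Zfp618 (6.25-fold, though -0.84 on the log2 scale with the mean of all probe sets). Other probe sets of Kbtbd11 and Vcan went against the one used, at -1.26 for Kbtbd11 and at -1.08 and -1.09 for 2 of Vcan, and the mean of all probe sets was 0.06 and 0.31. Pde2a gave 1.39 with that mean and 1.75 without the _x_at and _s_at probe sets. Simulated unchanged arrays with the noise of the 36 h against the CSF-1 array gave 0.08 higher and 0.03 lower genes on average. With the noise of the 96 h against the 72 h array, which also holds real change, they gave 35.4 and 102.56, so the lower genes did not exceed this bound. No mouse gene had a 36 h peak, that is a value 2-fold above both CSF-1 alone and 96 h.

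In human cells 14 of 21 measured OC effector genes were higher after 96 h with RANKL. At 36 h CKB, creatine kinase B, had passed 2-fold, and CTSK, below the floor with CSF-1 alone, had a lower bound of 0.997 on the log2 scale, just under it. At 72 h 11 had passed 2-fold, and none fell at any time. The difference in timing from the mouse cells was not tested. CTSK was at least 341-fold higher at 96 h, CKB at least 100.1-fold, ITGB3, the integrin beta-3 subunit, at least 35.5-fold, CA2 17.0-fold and OSCAR 6.11-fold. ITGB3 gave a log2 ratio of 1.92 with the mean of all probe sets and 2.42 without the _x_at and _s_at probe sets. CLCN7 rose 2.25-fold, and TNFRSF11A gave a log2 ratio of 0.88. The list median went from 0.15 at 36 h to 1.01 and 2.21 at 72 h and 96 h (percentile 100 at both later times). Of 15 V-ATPase subunits 3 rose at 72 h and 9 at 96 h, and none fell. At 96 h the list median was 1.22 (percentile 100), and the largest rises were in ATP6V1E1 (3.91-fold) and ATP6V1H (3.45-fold). Of 17 lysosomal genes 3 rose at 96 h, which were NPC1 (3.50-fold), HEXA (2.44-fold) and NEU1 (2.27-fold), with a median of 0.48 (percentile 99.4). With the mean of all probe sets ATP6V1H (0.36), NPC1 (0.92) and HEXA (0.78) stayed within 2-fold.

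NFATC1 rose in the human cells by 1.23, 2.08 and 3.16 on the log2 scale. Without the _x_at and _s_at probe sets a different probe set stood for it, which gave -0.11 at 96 h, and the mean of all probe sets gave 1.39. FOSL2 gave 0.70, 1.24 and 2.16, JDP2 gave 0.68, 1.03 and 1.92, and MITF gave 0.29, 1.37 and 1.46 (0.54 at 96 h with the mean of all probe sets). FOS gave -0.20, -0.77 and -2.08, and so passed 2-fold downward only at 96 h (4.22-fold). SPI1 gave -0.51 at 96 h. Of 24 measured pro-OC TFs, 1 was higher at 36 h, 6 at 72 h and 7 at 96 h, and FOS, FOSL1 (-0.84 with a floor at the 60th percentile) and MYC were lower at 96 h, with a list median of 0.29 (percentile 95.6). With the mean of all probe sets 4 were higher and 3 lower at 96 h. Among 9 anti-OC TFs, ID3 (-1.59), CEBPA (-1.22) and ID2 (-1.15) fell at 96 h, with a list median of -0.80 (percentile 0.14). That median was -0.20 with a floor at the 60th percentile and -0.08 without the _x_at and _s_at probe sets, inside the central 95% of random lists in both. IRF8 had fallen at 72 h (-1.63) and was 1.99-fold lower at 96 h, past 2-fold as deposited (-1.05) and with centred arrays (-1.11). BCL6 gave -0.08. ACP5 and RUNX1 were not analysed in the human cells. In the NF-kB and RANK list, RCAN1 (2.31-fold) and TRAF6 (2.13-fold) rose at 96 h, 2 of 11 genes, with a median of 0.23 (percentile 80.4). RCAN1 gave 0.79 with the mean of all probe sets.

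Cell cycle genes fell together in the human cells at 96 h. None of 24 had fallen at 36 h (median 0.13), 3 had at 72 h (median -0.72), and all 24 had at 96 h, with a median of -2.25 (percentile 0.0). CCNE2 gave -3.26, KIF11 -3.14, TOP2A -2.79 and RRM2 -2.68. Against the 36 h array, whose 3' minus 5' differences were also above those of the CSF-1 array (4.61 for beta-actin, against 5.62 at 96 h), all 24 were also lower, with a median of -2.32. Of 14 inflammatory genes 7 fell and 2 rose at 96 h (median -1.18, percentile 0.0). IL1B fell 24.1-fold and CCL2 20.8-fold, while LIF rose at least 10.6-fold and CXCL16 rose 9.32-fold. Without the _x_at and _s_at probe sets the median of the inflammatory list was 0.26, inside the central 95% of random lists, with 4 lower, and with the mean of all probe sets it was -0.60. Of 18 monocyte and macrophage genes 5 fell at 96 h and 1 rose (median -0.27, percentile 7.0), with CCR2 11.9-fold and TLR2 6.03-fold lower. Beside all of these falls, the beta-actin 3' minus 5' difference was 5.62 on the 96 h array and 2.84 on the CSF-1 array.

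Some metabolic and antigen presentation genes also passed 2-fold in the human cells. Of 12 cholesterol genes 5 rose at 96 h (median 0.80, percentile 99.8), with LSS, lanosterol synthase, at 4.86-fold and MSMO1 at 3.92-fold, and 3 rose without the _x_at and _s_at probe sets. Of 17 glycolysis and hypoxia genes 3 rose, PDK1 (5.04-fold), VEGFA (3.63-fold) and BNIP3 (2.67-fold), and the list median was 0.00 (percentile 59.5). NDUFV1 alone rose (2.43-fold) among 21 genes of oxidative phosphorylation and the TCA cycle, whose median was 0.52 (percentile 99.9). Of 12 MHC class II and dendritic cell genes 4 were lower and 1, ITGAX, higher at 72 h (median -0.74), and 4 were higher and 1 lower at 96 h (median 0.39, percentile 96.7; -0.02 without the _x_at and _s_at probe sets), with ITGAX at 3.53-fold and ZBTB46 at 3.07-fold, and 2 were higher with the mean of all probe sets. Of 18 interferon-stimulated genes 2 fell and 0 rose at 36 h, with a median of -0.41 (percentile 0.0). At 72 h 10 were lower and 1 higher, with a median of -1.04 (percentile 0.0). At 96 h 3 were higher and 1 lower (median -0.18, percentile 8.2), with GBP2 15.0-fold higher and OAS3 2.23-fold lower. The number higher was 5 with a floor at the 25th percentile or none, and 1 with centred arrays or with the mean of all probe sets. Against the 36 h array 3 were higher and 0 lower at 96 h (median 0.30), and against the 72 h array 7 were higher and 0 lower (median 0.80). With the mean of all probe sets PDK1 (0.82), VEGFA (0.76), NDUFV1 (0.54), ITGAX (0.85) and OAS3 (-0.69) stayed within 2-fold. The housekeeping median was -0.02 (percentile 60.5), with none of 10 past 2-fold.

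Of 8 neutrophil markers measured in the human cells, 5 fell at 72 h and 5 at 96 h (median -1.18 at both, percentile 0.0), though the 96 h median was -0.09 with a floor at the 25th percentile and -0.14 with none, and 3 fell at 96 h with a floor at the 60th percentile. S100A8 fell 63.9-fold, MPO, the myeloperoxidase of granulocyte precursors, 32.5-fold and S100A9 9.83-fold at 96 h. Here too it was not tested whether these falls came from other cells or from the precursors. Of 8 mesenchymal and osteoblast markers 3 rose at 96 h (median 0.21, percentile 79.7), which were SPARC (20.0-fold), COL6A1 (8.87-fold) and COL1A2 (2.33-fold), the last 2 lost or turned without the _x_at and _s_at probe sets (0.00 and -0.33, with SPARC at 2.66) and within 2-fold with the mean of all probe sets (0.71 and 0.82). Against the median of all genes the mesenchymal median turned to -0.09 and -0.01 with floors at the 25th and 60th percentile and -0.02 with none. None of 4 B cell markers passed 2-fold at 96 h (median 0.13, percentile 55.9). IL7R fell 4.74-fold among 5 T and NK cell markers (median -0.45, percentile 3.7), PPBP fell 9.90-fold among 5 erythroid and platelet markers (median -0.32, percentile 3.0), and no mast cell or basophil marker of 3 passed 2-fold (median -0.14, percentile 8.1).

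**Figure D3:**
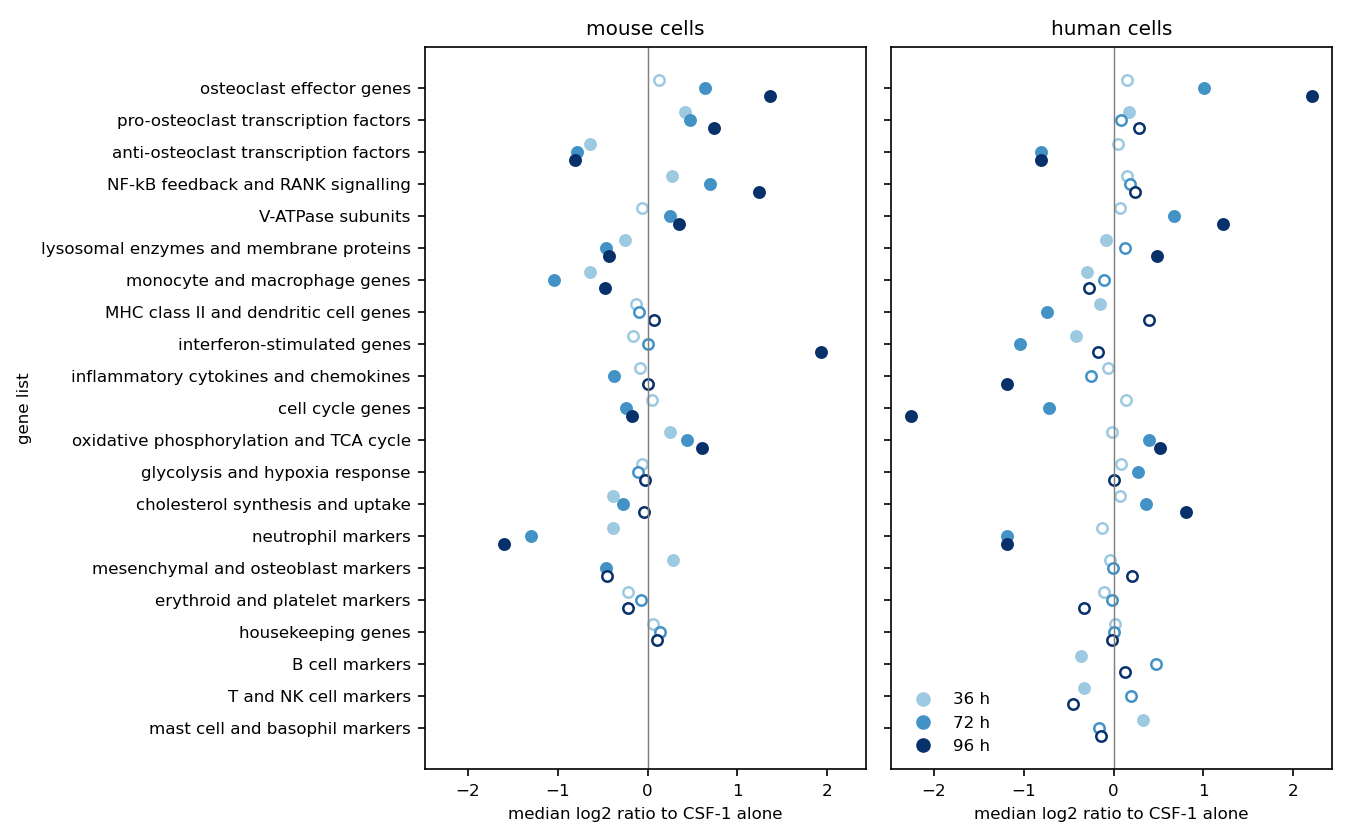
Median log2 ratio to CSF-1 alone (x axes) of each gene list (y axis) in mouse (left) and human (right) cells at 36, 72 and 96 h; each point is 1 array comparison, filled where the median lay outside the central 95% of 10000 random lists, and lists with fewer than 3 measured genes are not drawn. Interferon-stimulated genes stand at 1.93 in mouse cells at 96 h and cell cycle genes at -2.25 in human cells at 96 h.

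Over all 13196 measured human genes, 25 were higher and 19 lower at 36 h, 472 higher and 383 lower at 72 h, and 1377 higher and 961 lower at 96 h. Against the 36 h array, 1169 genes were higher and 1025 lower at 96 h. Averaging all probe sets of a gene gave 25 changed genes at 36 h, 505 at 72 h, and 812 higher and 728 lower at 96 h. The floor moved the small 36 h count, from 29 changed genes with a higher floor to 100 with none. Without the 36 h array 1384 genes were higher and 952 lower at 96 h, and without the 72 h array 1411 and 961. Simulated unchanged arrays gave 1.86 genes changed at 1 time on average with the noise of the 36 h against the CSF-1 array. With the noise of the 96 h against the 72 h array, which also holds real change, they gave 1381.63. The 44 genes changed at 36 h and 855 at 72 h lay below that bound.

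At all 3 times 20 human genes were higher and 2 lower, the histone gene H3C3 (at least 10.1-fold at 96 h) and ELANE, neutrophil elastase (at least 2.36-fold, though a log2 ratio of -0.64 with a floor at the 60th percentile). The largest rises measured on both sides were STRIP2 (28.0-fold at 96 h), PLS3, an actin-bundling protein (27.1-fold), BAMBI (25.8-fold), COL27A1 (log2 ratio 4.64) and WWC1 (20.6-fold). With the mean of all probe sets COL27A1 gave 1.95 and WWC1 1.28 on the log2 scale, and WWC1 gave 2.25 without the _x_at and _s_at probe sets. Unchanged arrays simulated with the noise of the 36 h against the CSF-1 array gave 0.0 higher and 0.01 lower genes on average. With the noise of the 96 h against the 72 h array they gave 74.61 and 95.46, above the observed counts. Without the 36 h array, whose 3' minus 5' differences were high, 283 genes were higher and 248 lower at both 72 h and 96 h, and without the 72 h array 23 were higher and 9 lower at both 36 h and 96 h. PTPRD was the only human gene with a 36 h peak, at 1.06, 0.68 and -1.03 (-0.41 at 96 h with the mean of all probe sets).

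Both species were set side by side over 8763 gene pairs. Ctsk, Car2 (CA2 in human), Dcstamp, Atp6v0d2, Slc9b2 and Zeb1 were among the pairs that rose most in both. Mouse Zeb1 was within 2-fold with the mean of all probe sets (0.09). Atp6v0d2, an OC-specific proton pump subunit, gave 2.88 in mouse and 2.73 in human cells at 96 h, and Slc9b2 gave 4.93 and 3.07. Among the pairs that fell in both, S100a8 gave -2.78 and -6.00, Mpo at least -2.22 and -5.02, Myb, a TF of immature blood cells, -2.21 and -3.63 (human MYB -1.69 with the mean of all probe sets), and Ccr2 -1.85 and -3.57. At 96 h 112 pairs were higher in both species, against 59.3 for independent lists, and 50 were lower in both, against 42.6. This split moved with the scaling, to 225 higher and 34 lower with the values as deposited and 76 higher and 79 lower with centred arrays. Another 34 pairs were higher in mouse and lower in human cells and 67 the reverse, against 47.6 and 53.1. At 72 h 38 pairs were higher in both (5.29 for independent lists) and 24 lower (5.48), while 7 and 16 went in opposite directions (4.91 and 5.90). At 36 h 2 pairs were higher and 0 lower in both. Across genes, which are not independent replicates, the log2 ratios correlated weakly, with Pearson's r of 0.11, 0.15 and 0.08 at 36, 72 and 96 h and Spearman's rho of 0.09, 0.08 and 0.04. At 96 h against 36 h 66 pairs were higher in both (34.4 for independent lists), 29 were lower in both (37.0) and 58 were opposed. At 96 h against 72 h 38 pairs were higher in both (19.9), 23 were lower in both (13.5) and 36 were opposed.

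**Figure D4:**
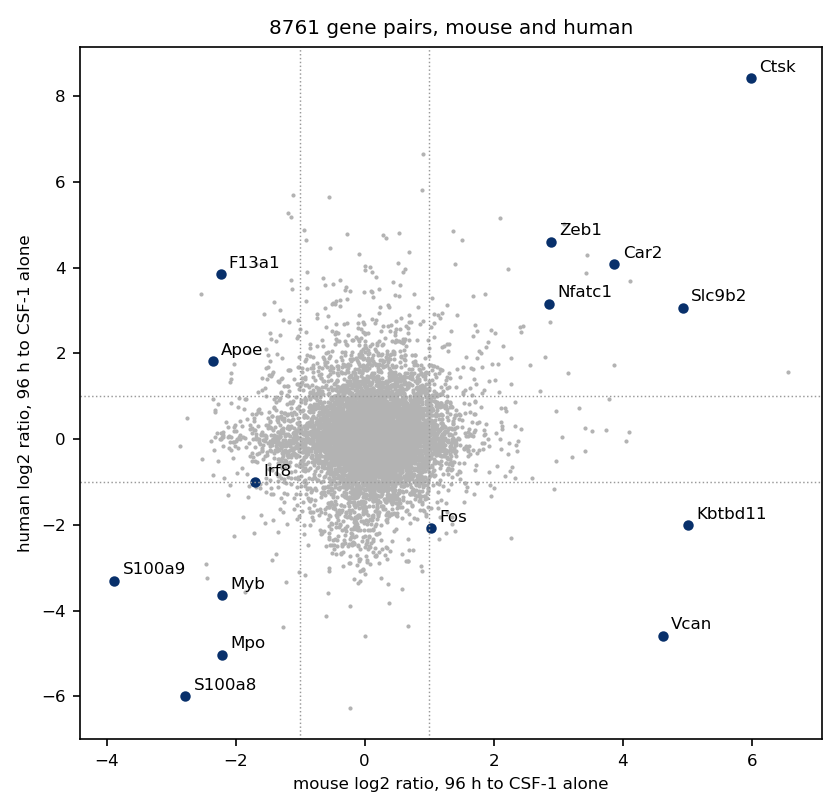
Log2 ratio of the 96 h to the CSF-1 array in mouse (x axis) and human (y axis) cells, 1 point for each of 8761 gene pairs, with named genes in dark blue and dotted lines at 2-fold. Ctsk lies at 5.99 and 8.41, both lower bounds, and Vcan at 4.62 and -4.58, in opposite directions. With the mean of all probe sets mouse Vcan gave 0.31.

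The opposed pairs included Vcan (4.62 in mouse, -4.58 in human cells at 96 h), Kbtbd11 (5.02 and -2.01) and Pstpip2, which binds the actin cytoskeleton (2.26 and -2.30). With the mean of all probe sets mouse Vcan (0.31) and mouse Kbtbd11 (0.06) stayed within 2-fold. Apoe, apolipoprotein E, gave -2.35 and 1.82, and F13a1, coagulation factor XIII, at least -2.23 and 3.85. The difference between species was not tested, since each species had 1 array per time.

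Among TFs, taken from symbol families, 8 of 466 pairs were higher in both species at 96 h, against 2.76 for independent lists, and 6 were lower in both, against 5.77. The numbers were 13 and 5 with the values as deposited and 5 and 10 with centred arrays. The families take in symbols of other proteins. Without these, 7 of 312 pairs were higher in both (1.73 for independent lists), namely Zeb1, Nfatc1, Jdp2, Fosl2, Prdm1, Mitf and Bhlhe40, and 4 were lower in both (4.42), namely Myb, Etv5, Cebpa and Id2. Zeb1, best known as a repressor of epithelial genes, gave 1.51, 2.84 and 2.88 in mouse and 0.85, 3.60 and 4.61 in human cells, with 0.09 in mouse and 1.12 in human cells at 96 h from the mean of all probe sets. Bhlhe40 gave 1.08 and 1.52 at 96 h, and Etv5 -1.24 and -1.25. Mouse Bhlhe40 was within 2-fold with centred arrays (0.86), and mouse Etv5 as deposited (-0.83) and with the mean of all probe sets (-0.60). With that mean human ETV5 (-0.98) and human PRDM1 (0.95) were also within 2-fold, as was Mitf in mouse (0.55) and human cells (0.54). Mouse Mitf was within 2-fold with centred arrays too. Human NFATC1 gave -0.11 without the _x_at and _s_at probe sets. Fos and Myc were higher in mouse and lower in human cells at 96 h, with Fos at 1.03 and -2.08 and Myc at 1.14 and -1.61. Mouse Fos was within 2-fold with centred arrays (0.54). Atf3, a stress-induced TF, gave -1.65 and 1.09, the latter 0.23 with the mean of all probe sets. Trem2, Nfkb2, Tlr2, FOSL1, Myc and Atf3 were named after their values were seen. In the full set of 466 pairs, 2 TF pairs were higher in mouse and lower in human cells at 96 h and 7 the reverse (2.88 and 5.53 for independent lists). At 72 h 6 TF pairs were higher (0.77) and 2 lower (0.59) in both species, and 1 was opposed. At 96 h against 36 h 2 were higher and 2 lower in both (6.75 for independent lists, both directions together) and 7 were opposed, so the shared pairs did not exceed independent lists there. The comparison of 96 h against 72 h was not among the alternatives fixed beforehand. It gave 2 TF pairs higher and 7 lower in both (0.83 and 2.16 for independent lists), and 1 opposed.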

Values the study reported

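The study reported 75 TFs whose expression followed similar kinetics in mouse and human cells during OC differentiation, Nfatc1, Fos and Fosl2 among them.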

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

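All tests below were chosen after the result was seen, except the 3 on the number of mouse genes at 96 h; for the unnamed probe sets, the fall of the repeat controls had been seen before.

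Fos, Pstpip2 and Vcan had log2 ratios of opposite sign in mouse and human cells at all 3 times, with mouse minus human log2 ratios of 3.11, 4.56 and 9.20 at 96 h. At 36 h the human ratios were small (-0.20 for FOS, -0.01 for PSTPIP2 and -0.39 for VCAN) and within 2-fold. The difference was not tested, since each species had 1 array per time. In all, 39 gene pairs had opposite signs at all 3 times and passed 2-fold in both species at 96 h, and for Vcan other mouse probe sets went the other way (-1.08 and -1.09).

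More mouse genes passed 2-fold at 96 h (1608) than at 72 h (443). After the median difference at each signal level was removed 1766 genes still passed, against 440 at 72 h, which argues against a scale difference that depends on signal as the whole cause. A different make-up of the labelled RNA may contribute. The 3667 mouse probe sets with no gene name used here moved by -0.60 log2 against named ones from 72 h to 96 h. The 4693 used in the human cells moved by -0.37 too. From CSF-1 alone to 96 h the same measure was -0.60 in mouse and -0.09 in human cells. Probe sets for the mouse B1 and B2 repeats went from 12.70 to 10.92 and from 14.52 to 13.84 between 72 h and 96 h. Noise of single probe sets stays open, because the differences of probe-set pairs of 1 gene correlated at 0.263 over 3827 genes, between the bounds of 0.1 and 0.3 set beforehand and below the 0.419 of the step from 36 h to 72 h. RANKL itself also stays open, as 1 array per time confounds it with the array and with time in culture.

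Interferon-stimulated genes were higher on the mouse 96 h array, with 15 of 17 past 2-fold and none at 72 h. Cxcl10 (0.98) and Rsad2 (0.91) lay just under 2-fold at 72 h, but the list median there was 0.00. A scaling difference is argued against by the lowest median over all settings, 1.23 above all genes. A late response to RANKL in both species stays open. The human median at 96 h was -0.18 against CSF-1 alone, but 0.30 against the 36 h array and 0.80 against the 72 h array. Against the 72 h array 7 of 18 genes were higher and 0 lower. Against CSF-1 alone the human list had stood at -0.41 at 36 h and -1.04 at 72 h, with 10 lower at 72 h. A return toward the CSF-1 level would give such rises too. The comparisons with the 36 h and 72 h arrays were added after the values were seen, and a shared response had first been excluded. A shared late response, a response of the mouse cells alone and an event in the mouse 96 h culture or its processing cannot be told apart. The reason is that there was 1 mouse culture at 96 h. RANKL and time in culture cannot be separated either, since no time is recorded for the culture with CSF-1 alone.

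All 24 cell cycle genes were lower on the human 96 h array. Loss of 5' signal is argued against by the median of -2.32 against the 36 h array (upper quartile -2.11), which also had a high 3' minus 5' difference, though a lower one (4.61 against 5.62). Loss of cells that carry MPO and S100 transcripts, as the holders of the cell cycle transcripts, is argued against by the 72 h median of -0.72, when MPO stood at -3.43 and S100A8 at -2.89. Fewer dividing cells in both species at 96 h is argued against by the mouse median of -0.17. An exit from the cell cycle in the human culture alone stays open as an untested hypothesis. It could not be assigned to RANKL rather than to time in culture, since the CSF-1 culture has no recorded time.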

How the results depend on the processing

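The alternatives that left out an array, read the lists at 72 h or the human lists against the 36 h array, or shortened the TF set were chosen after the data were seen. Of 131 alternative values of the counts, 93 stayed within 1.5 times the main one; of 267 alternative list medians, 243 stayed on the same side of the central 95% of random lists, 13 moved inside, 11 moved outside and 0 changed direction beyond it. For the counts that moved, the cause was not tested beyond what each setting itself does. In mouse cells 1057 genes were higher at 96 h with a floor at the 25th percentile. Without a floor 1162 were higher and 1400 lower, with the values as deposited 1756 were higher and with centred arrays 404. The mean of all probe sets gave 396 lower at 96 h and 285 changed at 72 h. A 3-fold limit left 45 changed mouse genes at 36 h, 142 at 72 h, 183 higher and 270 lower at 96 h and 37 at all 3 times. At the 2-fold limit 1314 mouse genes differed between 96 h and 36 h. In human cells the 36 h count of 44 became 80 and 29 with floors at the 25th and 60th percentile, 100 without a floor, 25 with the mean of all probe sets and 1 at 3-fold. That mean gave 505 changed at 72 h and 812 higher at 96 h, and 3-fold gave 226 changed, 597 higher and 393 lower. The 22 human genes changed at all 3 times became 34 without a floor, 14 with the mean, 1 at 3-fold and 531 without the 36 h array. At the 2-fold limit 2194 human genes differed between 96 h and 36 h. The 162 pairs that moved alike became 259 as deposited, 78 with the mean, 106 without _x_at and _s_at probe sets, 48 at 3-fold, 62 at 72 h and 95 at 96 h against 36 h. For the 14 TF pairs these were 9 with the mean, 6 at 3-fold, 8 at 72 h and 4 against 36 h. Of 1045 alternative values of single genes at 96 h 987 stayed on the same side of 2-fold, 46 fell inside it, 8 moved past it and 4 turned. This pooled count hides differences between settings. With a floor at the 25th percentile, and with none, all 152 values stayed. With the mean of all probe sets 120 stayed, 29 fell inside and 1 turned. Without _x_at and _s_at probe sets Nfkb2 in mouse turned to 1.52, COL1A2 in human to -0.33 and human NFATC1 to -0.11, and with the mean Nfkb2 turned to 0.13; these settings read other probe sets. No paired analysis was possible because each group has 1 array. Signal under the floor is not measured, so folds against it are bounds.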

Other observations

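The values below were looked up after the data were seen, and no explanation was tested for them. At 96 h Sdc1, the heparan sulphate proteoglycan syndecan-1, was higher in both species (3.08 in mouse and 5.01 in human cells), as was Ppic, cyclophilin C (at least 3.44 and 4.30). Mgst1, a microsomal glutathione transferase, was lower in both (-2.46 and -2.91, and -1.49 and -1.76 with the mean of all probe sets). Myb had not passed 2-fold in mouse cells at 72 h (-0.43) but had fallen in human cells (-2.50).

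Without the symbols excluded by hand, 11 TF pairs moved in the same direction in both species at 96 h, against 8 at 72 h and 4 at 96 h against 36 h, and 7, 1 and 5 pairs moved in opposite directions. The 4 were 2 higher and 2 lower pairs, where independent lists gave 1.30 and 4.41. At 96 h against 72 h 1 pair was higher and 7 were lower in both (0.43 and 2.15 for independent lists), and 1 was opposed. No threshold for similar kinetics was stated in the sources used here. The 11 pairs and the number of TFs quoted above therefore cannot be set side by side. FOS in the human cells passed 2-fold downward only at 96 h (-0.20, -0.77 and -2.08), whereas Fos in the mouse cells rose at all 3 times (1.27, 1.18 and 1.03). With centred arrays mouse Fos was within 2-fold at 96 h (0.54).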
